A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

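Array comparative genomic hybridization (array CGH), in which test DNA and reference DNA carrying different fluorescent dyes compete for the same probes on a glass slide, was analysed for 1 family of C57BL/6J/Nrs mice (C57BL/6 in the labels) whose sire had received 0 Gy of radiation. The family consisted of the sire, the dam and 6 F1 offspring, and tail DNA of each mouse was hybridized against DNA of the same male reference mouse. Each mouse was analysed on 2 arrays with the dyes exchanged between mouse and reference (dye swap), which gave 16 arrays of the high-density custom design used for the second screening of the study. The first-screening arrays and the families of irradiated sires were not analysed here.

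The deposited scanner files hold, per spot and dye, a processed signal, which is an intensity on a linear scale. Per the file headers, this intensity was made by Agilent Feature Extraction 10.7.1.1 through spatial detrending, background subtraction and a linear dye normalization, that is, 1 factor per dye and array with no intensity-dependent (Lowess) term. The factors lay between 0.891 and 1.47 for green and between 0.528 and 0.988 for red. The files also hold the median spot and background intensity before these steps, and flags for outlying, saturated and dim spots. The log10 ratio of red over green that the authors' software wrote per spot was used only to check the direction and scale of the processed signals. A deposited table of the series holds log2 ratios from the authors with no stated direction. Set against the arrays' own log ratios, its values were the log2 ratio of reference over mouse without centring, and 100% of them matched within 1e-05. They entered as an alternative with the sign turned. Probe positions are given by the files on mouse genome build mm9. A gene annotation of that build was not used here, and positions were not converted to another build, so regions are reported by position without gene names.

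The log2 ratio of mouse over reference was computed from the processed signals on each array, with the dye of the mouse taken from the labels. Control spots and spots with an outlier flag were left out, the spots of a probe were averaged, and each array was centred on the median of its autosomal probes. The array medians before centring were between −0.01 and 0.01. Probes were kept when the reference channel was well above background on all 16 arrays, which left out 2704 probes and kept 116539 autosomal probes. No intensity-dependent correction was applied, because on arrays of this kind many probes can truly shift 1 way.

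A probe was called positive in a mouse when its log2 ratio exceeded 0.5 in size with the same sign on both dye-swapped arrays, the threshold of the study's second screening. A positive region needed at least 2 positive probes of one sign, each lying within 3 probe positions and 10 kb of another. Regions of the 8 mice were merged by overlap. A merged region of an F1 mouse was a de novo candidate when neither parent had a positive probe of that sign in it. A merged region with such a probe in at least 1 parent, but not in all 8 mice, was counted as seen in a parent, whether or not an offspring also had it. Probes past 0.5 in size on both arrays of a mouse with opposite signs follow the dye and not the DNA, and their number was used as a measure of technical calls. Because all mice were set against the same reference DNA, 20 simulations of unchanged mice against 1 shared reference were run beside the calls. Their spread between mice was taken per probe from these 8 mice, with real copy number differences left in. No test was made between the 2 arrays of a mouse, which are technical repeats and count as 1 replicate. Shares of X chromosome probes carry 95% Clopper-Pearson intervals, which cover counting error only and treat probes as independent.

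Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the mean of both arrays of each mouse, over the 116278 autosomal probes with values in all 8 mice, with Benjamini-Hochberg adjustment. The comparisons were the family against the reference (the mean over 8 mice against 0, adjusted p under 0.05 and mean past 0.5 in size), offspring against parents, and each single mouse against the mean of the other 7, in which the lone mouse was assumed to vary like the others. The test of the family against 0 leaves out the spread of the reference mouse. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

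The models and the region calls were tested on simulated data with the size and spread of these arrays and independent noise in each probe. In the limma simulation over 116278 probes, 200 probes were changed by 1 on the log2 scale, and smaller changes were not simulated. Limma recovered 200 for the family against the reference with 0 false calls. It recovered 199 for offspring against parents with 11 false calls, and 197 for a single mouse against the others with 12 false calls. The region calls recovered all 100 of the planted losses of −0.8 over 10 probes and 29 of the 100 planted gains of 0.5, with 7 false regions over the 8 mice. The planted gain was equal to the call threshold, so its low recovery follows from its size, and larger gains were not simulated.

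The threshold rules, the models, the alternatives and the rule for the features named in the text were fixed before the data were examined. By that rule the text names every de novo candidate region if there are 5 or fewer, the 3 regions with the most positive probes among those seen in a parent and among those in all 8 mice, and, in each limma comparison, the 3 probes with the largest effect among those past the threshold, of which offspring against parents had 0. Other named features were chosen after their values were seen, as stated where they appear. The alternatives were call thresholds of 0.8 and 0.4, no centring, normexp background correction with an offset of 50 in limma, the deposited log2 ratios, outlier spots kept, no filter on dim probes, a filter on both channels, the mean of both arrays past the threshold, adjacent probes only, at least 3 probes per region, no distance limit, a parent counted as a carrier at 0.25 in the same direction, an intensity trend with robust variances in eBayes, each mouse left out in turn, and the slide as a random block. The normexp correction used the median spot and background intensities. Chosen after seeing the data were the joining of regions within 10 kb, the removal of each array's median per probe length, the scan day as a block in limma, and the direct difference of an offspring from both parents.

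The sire and dam shared slide 1, F1 mice 1 and 2 slide 2, F1 mice 3 and 4 slide 3, and F1 mice 5 and 6 slide 4, with slides 1 and 2 scanned on 1 day and slides 3 and 4 on another. The slide could not enter the comparison of parents with offspring as a fixed term, since both parents lay on slide 1 with no offspring, and entered as a random block. The scan day, which the parents shared with F1 mice 1 and 2, entered as a fixed term. The number of mice limits the precision of the values.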

Results

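The study searched by array CGH for copy number variations (CNVs) that arise anew in the offspring of male mice. The data analysed here came from 1 non-irradiated family of C57BL/6J/Nrs mice, with 1 sire, 1 dam and 6 F1 mice. Each mouse was compared with 1 male reference mouse in a pair of dye-swap hybridizations, so that 16 arrays gave 8 biological samples. The array held 129899 spots, controls included, for 119293 distinct probes. Of these probes 119242 were autosomal, 48 lay on the X chromosome and 3 on the Y chromosome. The autosomal probes formed 5497 clusters separated by more than 2 kb, with a median distance of 87 bp between neighbouring probe starts. The median processed signal per array was between 933 and 971 in green and between 923 and 965 in red. On each array between 98.1% and 99.5% of spots were well above background, between 110 and 169 spots carried an outlier flag and 0 were saturated. The SD of the log2 ratio over autosomal probes was between 0.13 and 0.20 per array.

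The X chromosome was examined first, because the labelled sex of the parents gives known copy numbers against the male reference. Over 47 X probes, the median log2 ratio of mouse over reference was 0.87 in the dam and 0.04 in the sire. The values on the dam's separate arrays were 0.76 and 0.94, and those on the sire's were −0.03 and 0.09, so the difference between the parents exceeded the spread between dye-swapped arrays. Among the offspring the median was 0.03 in F1 mouse 1, −0.02 in F1 mouse 2, 0.84 in F1 mouse 3, 0.88 in F1 mouse 4, 0.75 in F1 mouse 5 and 0.77 in F1 mouse 6. Over the 3 Y probes it was −1.29 in the dam and 0.09 in the sire, and in F1 mice 1 to 6 it was 0.09, 0.04, −1.36, −1.32, −0.82 and −0.84. In the dam, 43 of the 47 X probes were positive, a share of 91.5% (95% Clopper-Pearson interval 79.6 to 97.6). In the sire 0 of 47 were, which allows a share of up to 7.55%. The share in the dam moved most with the call threshold, and was 40.4% at a threshold of 0.8.

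**Figure D1:**
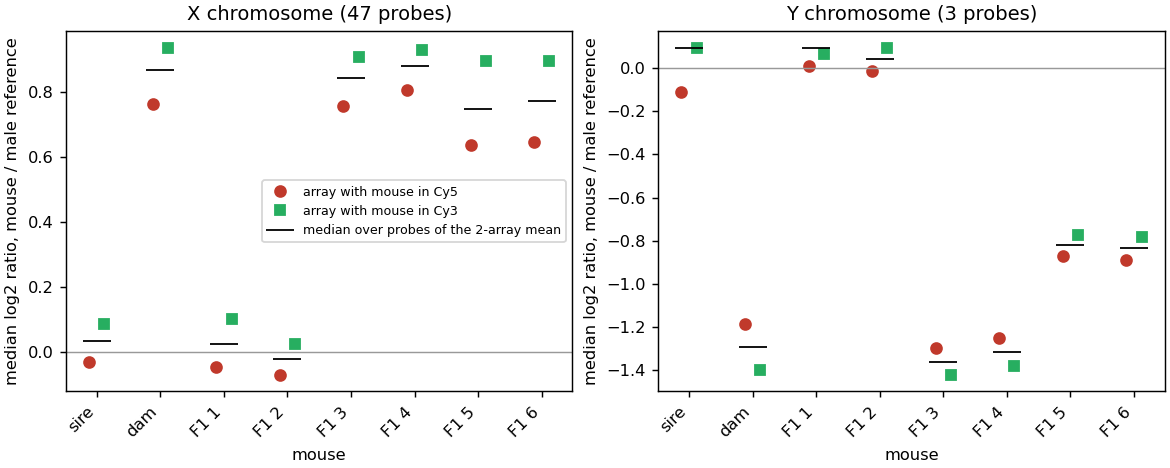
Median log2 ratio of mouse over male reference (vertical axis) for each mouse (horizontal axis), over 47 X probes on the left and 3 Y probes on the right. Circles are the array with the mouse in Cy5, squares the array with the mouse in Cy3, and bars the median of the 2-array mean. On X the dam is at 0.87 and the sire at 0.04, and each offspring lies near one or the other.

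Part of the variation between arrays followed the dye. Arrays of different mice in the same dye orientation correlated across probes with a median r of 0.69 (0.50 to 0.87 over 56 pairs), whereas the dye-swapped arrays of one mouse, turned to mouse over reference, had a median r of −0.27 (−0.48 to 0.14 over 8 mice). These correlations are across probes, which are not independent replicates. Probes that exceeded the threshold on both arrays with opposite signs numbered 20 in the dam, 45 in the sire and between 26 and 70 in the F1 mice, with a median of 38 over the 8 mice. Without the filter on dim probes this median was 80.5, and at a threshold of 0.4 it was 186.5. In the simulation of unchanged mice the number of such probes was 72.9 per mouse and the number of positive probes 60.7 per mouse. The simulated spread held real differences between the mice, so 60.7 is not a pure noise level.

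The number of positive autosomal probes differed widely between mice. The sire had 33 gains and 6 losses, and the dam 815 gains and 336 losses. F1 mouse 1 had 128 gains and 60 losses, F1 mouse 2 had 182 and 77, F1 mouse 3 had 181 and 284, F1 mouse 4 had 210 and 235, F1 mouse 5 had 100 and 238, and F1 mouse 6 had 104 and 239. The median over the F1 mice was 340.5 positive probes (188 to 465, n = 6). The sire lay below this range and below the simulated 60.7, and the dam, at 1151 positive probes, lay above it. The F1 median was 223.5 for the 2 mice scanned on the first day and 394 for the 4 scanned on the second. The parents, scanned on the first day, lay outside both groups. The same 4 mice had X and Y ratios nearer the dam's, so this split is not one of scan day alone. Losses numbered 60 and 77 against 235 to 284, whereas gains overlapped. Of 220 probes lost in each of these 4 mice and in no other offspring, 99.09% were also lost in the dam. This argues against the scan day at these probes. The setting that moved the F1 median most in relative terms was the threshold, with 194.5 probes at 0.8 and 574 at 0.4. Positive regions numbered 4 in the sire and 87 in the dam, with a median of 35 in the F1 mice (23 to 56, n = 6). At a threshold of 0.8 the median number of regions was 7.5.

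**Figure D2:**
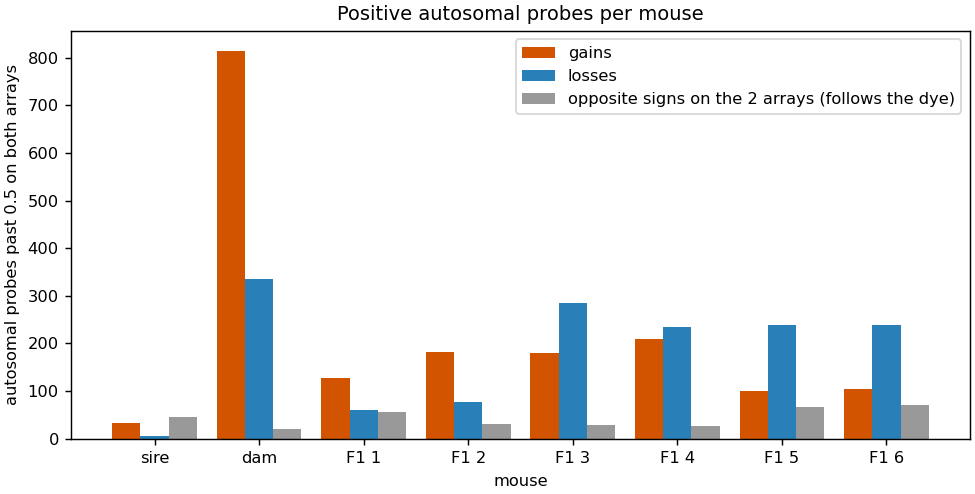
Number of autosomal probes past 0.5 in log2 ratio on both arrays (vertical axis) for each mouse (horizontal axis), as gains, losses and probes with opposite signs on the 2 arrays. The dam has 815 gains, and the sire has 33 gains and 6 losses against 45 probes that follow the dye.

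Family analysis asks which changes were present in an offspring and in neither parent. Merging the regions of the 8 mice gave 100 regions, of which 39 held 2 positive probes. Of the 100, 97 were seen in a parent (80 gains and 17 losses), 3 were de novo candidates and 0 were positive in all 8 mice. Of the 97, 87 also had a positive probe in an offspring and 10 were positive in the dam alone. Except for a loss at chromosome 13, 98055785 to 98055849, these 10 lay in the chromosome 4 stretch described below. There the F1 means were between 0.31 and 0.35, under the threshold, so these calls do not show changes that the offspring lacked. In the simulation of unchanged mice against 1 shared reference, the mean numbers were 8.65 regions seen in a parent (5 to 14 over 20 runs), 2.4 de novo candidates (0 to 5) and 2.15 regions in all 8 mice (1 to 4). The number of de novo candidates lay within the range of the simulation, the number of regions seen in a parent above it and the number of regions in all 8 mice below it. The simulation also gave more probes that follow the dye (66 to 77) than the observed median of 38, so it made more chance calls than the arrays and is a loose measure for the candidates. Its spread between mice also held real differences, such as the chromosome 1 loss described below, which could add calls. The regions were not spread evenly, since 62 of the 100 lay within a single stretch of chromosome 4, and joining regions within 10 kb, a step chosen after the data were seen, left 38 regions of which 35 were seen in a parent.

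All 3 de novo candidates were called in F1 mouse 2. The first was a loss at chromosome 14, 52008939 to 52019020 (mm9), with 3 positive probes among 4. Its mean log2 ratio over all probes was −0.71 in F1 mouse 2, with −0.50 and −0.92 on the separate arrays, against −0.36 in the sire and −0.16 in the dam. There F1 mouse 1 had −0.27, F1 mouse 4 −0.25, F1 mouse 5 −0.24, F1 mouse 6 −0.33 and F1 mouse 3 0.07. The second was a gain at chromosome 3, 43655715 to 43655811, with 2 probes at a mean of 0.73 in F1 mouse 2. The sire had 0.58 there, the dam 0.49, F1 mouse 1 0.62 and F1 mouse 4 0.64, and the remaining F1 mice were between −0.07 and 0.00. The third was a gain at chromosome 17, 79024488 to 79024715, with 2 positive probes among 4 and a mean of 0.44, against 0.31 in the sire and 0.25 in the dam. In each of the 3 at least 1 parent was past 0.25 in the same direction, and when such a parent was counted as a carrier, 0 candidates remained. With normexp background correction 2 candidates were called, and 0 of the 3 were among them. A loss candidate was thus found in 1 of 6 F1 mice, 16.7% (95% Clopper-Pearson interval 0.421 to 64.1).

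The largest region seen in a parent by number of probes was a loss at chromosome 3, 25416456 to 25456288 (39833 bp), with 137 of 148 probes positive in the dam. Its mean log2 ratio was −1.74 ± 0.64 (SD over probes) in the dam, −1.73 in F1 mouse 3, −1.72 in F1 mouse 4, −1.62 in F1 mouse 5 and −1.64 in F1 mouse 6. It was 0.02 in the sire and 0.01 in F1 mice 1 and 2. The same 5 mice had a median X ratio past 0.5. The next 2 such regions were gains on chromosome 4, at 101223929 to 101233962 with 73 of 98 probes positive in the dam, and at 101141401 to 101150934 with 61 of 83. The dam had 0.74 and 0.75 in these regions, the offspring between 0.37 and 0.43 and between 0.36 and 0.43, and the sire 0.01 and 0.02.

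Both gains belong to 1 longer stretch, chosen for description after its values were seen, at chromosome 4, 101109394 to 101270967 (161574 bp, 1344 probes). Over the whole stretch the mean log2 ratio was 0.62 in the dam, −0.02 in the sire and between 0.31 and 0.35 in the F1 mice (0.32 ± 0.02, SD, n = 6). The dam differed from the F1 mice by far more than their SD. In the dam 758 of its probes (56.4%) were positive, whereas in the offspring, which lay under the threshold on average, between 7.07% and 12.6% were. A loss at chromosome 1, 101560150 to 101568806 (8657 bp), also chosen after its values were seen, had 44 positive probes among 56. Its mean log2 ratio was −0.72 in the dam, −0.63 in F1 mouse 1, −0.66 in F1 mouse 2 and −0.77 in F1 mouse 3. It was 0.02 in F1 mouse 4, −0.01 in F1 mouse 5, −0.02 in F1 mouse 6 and 0.04 in the sire.

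**Figure D3:**
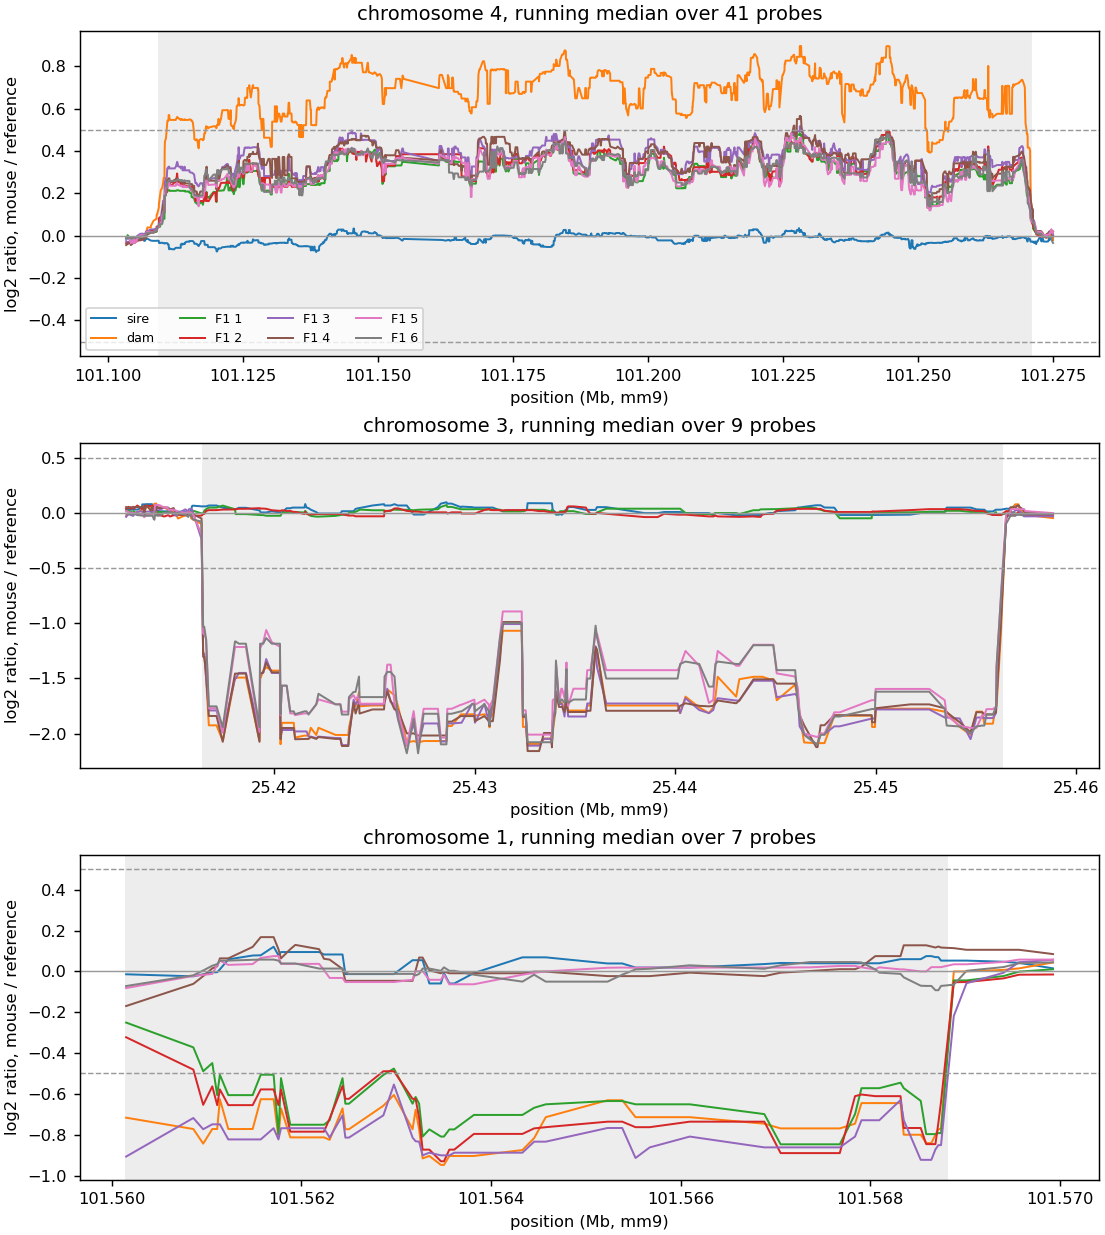
Running median of the log2 ratio of mouse over reference (vertical axis) along mm9 positions in Mb (horizontal axis) for the 8 mice, at the chromosome 4 gain, the chromosome 3 loss and the chromosome 1 loss. Shading marks the named span and dashed lines the call threshold of 0.5. The dam lies above the offspring on chromosome 4, at 0.62 against 0.31 to 0.35, and the chromosome 1 loss is seen in the dam and F1 mice 1, 2 and 3.

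Single loci at which a parent passed the threshold were also described, a step chosen after the data were seen. At 93 loci on 19 chromosomes the dam had a loss on both arrays and the sire lay within 0.25 of 0, and at 82 of them the offspring past −0.25 were F1 mice 3, 4, 5 and 6. The median over the 93 loci was −0.997 in the dam, 0.04 in the sire, 0.04 in F1 mouse 1, −0.05 in F1 mouse 2, and −0.994, −0.99, −1.111 and −1.115 in F1 mice 3 to 6. At 34 loci on 16 chromosomes both parents had a mean over their arrays above 0.5, with a median of 0.57 in the sire and 0.60 in the dam. It was 0.56 in F1 mouse 1, 0.71 in F1 mouse 2 and 0.57 in F1 mouse 4, and −0.02, −0.07 and −0.05 in F1 mice 3, 5 and 6. The 51 probes of these 34 loci were dim, with a median brightness percentile of 8.27, and their gains were graded across probes.

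**Figure D4:**
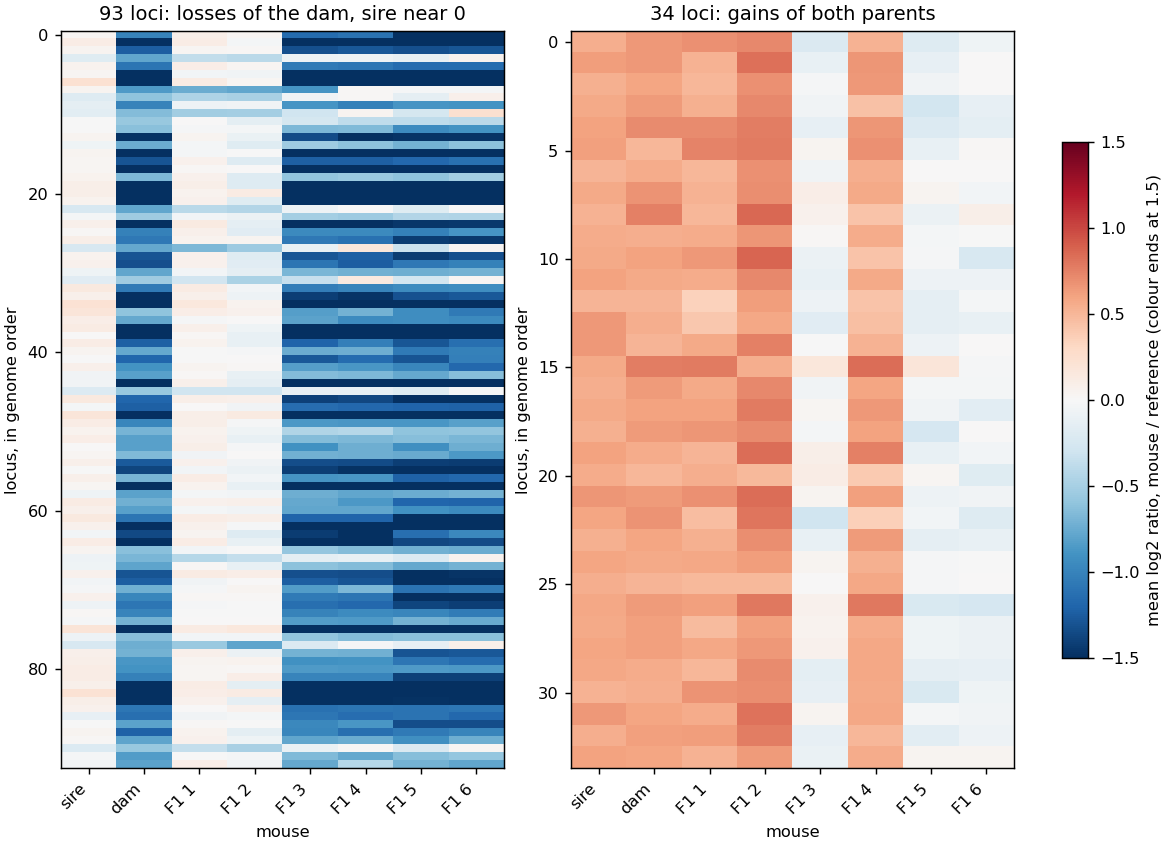
Mean log2 ratio of mouse over reference (colour, ending at 1.5 in size) for each mouse (horizontal axis) at each locus in genome order (vertical axis), with 93 losses of the dam on the left and 34 gains of both parents on the right. The losses recur in F1 mice 3 to 6 at 82 loci, and the gains recur in F1 mice 1, 2 and 4.

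The family as a whole was compared with the reference by limma. Of 116278 probes, 516 passed (296 higher and 220 lower than the reference), of which 295 lay in the chromosome 4 stretch, 134 in the chromosome 3 region, 5 in the chromosome 1 region and 82 elsewhere. The count depended on the parents, with 307 probes without the dam and 704 without the sire. With normexp background correction 362 probes passed, 153 higher and 209 lower. The 3 probes with the largest mean were A_67_P11828393 (chromosome 3, 25425639 to 25425698), at −2.29 with an SE of 0.564 and a limma adjusted p of 0.012, A_67_P06011063 (chromosome 6, 104241394 to 104241453), at −1.99 with an SE of 0.483 and an adjusted p of 0.0115, and A_67_P00760264 (chromosome 3, 132549431 to 132549490), at −1.99 with an SE of 0.471 and an adjusted p of 0.0105. All 3 were low in the same 5 of 8 mice, the dam and F1 mice 3 to 6, where they lay between −3.91 and −2.99, and were between −0.20 and 0.13 in the others. In the dam the 6 probes neighbouring A_67_P06011063 had a mean of 0.07 and the 6 neighbouring A_67_P00760264 a mean of −0.03, so that both changes were seen in a single probe.

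Between the offspring and their parents, limma called 0 of 116278 probes, with 8344 at an unadjusted p under 0.05. With the scan day as a block, a term chosen after the data were seen, it called 0, with 7352 at an unadjusted p under 0.05. The sire and the dam differed in the chromosome 4 stretch, and the count changed when either was left out. Without the sire 740 probes passed, 733 of them lower in the offspring and 710 within the stretch. Without the dam 755 passed, 746 of them higher in the offspring and 736 within the stretch. In these fits the remaining parent was assumed to vary like the offspring.

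In the comparison of each mouse with the other 7, limma called 12 probes over the 8 mice, 4 in the sire, 4 in the dam, 1 in F1 mouse 2, 1 in F1 mouse 4, 2 in F1 mouse 6 and 0 in F1 mice 1, 3 and 5. At an unadjusted p under 0.05 the last 3 had 2224, 4987 and 3072 probes. The largest effect was at A_67_P02221938 (chromosome 10, 112773304 to 112773363), which was 2.004 higher in F1 mouse 4 (SE 0.055, limma adjusted p 1.3e-06) but stood at 3.83 on one array and 0.24 on the other. The next 2 were A_67_P02530943 (chromosome 12, 64127317 to 64127376), which was −0.97 in the sire against the others (limma adjusted p 0.000134), and A_67_P01570298 (chromosome 7, 96257589 to 96257648), at −0.93 in the sire (limma adjusted p 0.000262). These were also seen on 1 array only, with −1.86 and 0.08 for the former and −1.84 and 0.05 for the latter. None of the 3 met the call rule, which requires both arrays. With an intensity trend and robust variances the total was 553, of which 479 were in F1 mouse 2 and 51 in F1 mouse 6.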

Values the study reported

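In the non-irradiated group the study reported 11 deletions that arose de novo and were verified by quantitative PCR. This count leaves out the F1 mice that carried multiple small deletions, which the study listed separately. It gave the share of F1 mice with a de novo deletion as 7.1% in that group (11 of 156 mice) and 20.4% in the irradiated group (29 of 142). For the larger class of deletions, with more than 1 positive probe in the first screening, the shares were 5.1% and 15.5%.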

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

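Both tests in this part were chosen after the result was seen. In F1 mouse 4 the probe A_67_P02221938 (chromosome 10, 112773304 to 112773363, mm9) had a mean log2 ratio of 2.03, while the median of the other F1 mice was 0.01. The gap to the nearest of the 6 offspring was 0.944 of their whole range. It was 1 outlying value among 23 quantities checked. Chance gives about 1 in 20 for a quantity chosen in advance, but this probe was among the quantities because it had the largest effect in the single-mouse comparisons, so that rate does not apply to it.

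A copy number gain of the region around the probe was weighed first. The 4 neighbouring probes in the same mouse had a mean of 0.0345, which argues against a gain that extends to them. A fault on 1 array was weighed next. The probe stood at 3.83 on the array with the mouse in Cy5 and at 0.24 on the dye-swapped array of the same DNA, so a fault of the spot on 1 array is a candidate explanation. Which kind of fault it was stays open, since the spot carried no outlier flag. No biological explanation other than the gain was tested.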

How the results depend on the processing

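The joining of regions, the removal of the probe length trend, the scan day as a block and the direct difference from both parents were chosen after the data were seen, and the other alternatives before. No single value changed its sign under an alternative, but the balance of calls in the 3 limma comparisons did. For the family against the reference, 296 probes were higher and 220 lower, against 153 and 209 with normexp and 108 and 199 without the dam. For offspring against parents, 733 of 740 were lower without the sire and 746 of 755 higher without the dam. For single mice against the others, 4 were higher and 8 lower, against 489 and 64 with an intensity trend and robust variances. Of the comparisons of main results with an alternative, 102 kept the value within the stated limits and 27 moved it. For single mice and for named regions and probes, 113 kept it and 17 moved. Of these 17, 5 were the sire's positive probes and 5 its regions. Against 39 in the main setting, the sire had 1 positive probe at 0.8 and 6 with normexp. It had 59 without the filter on dim probes, 87 at 0.4 and 88 with the mean of both arrays. Its 4 regions became 0 at 0.8, with normexp and with at least 3 probes, 13 at 0.4 and 19 with the mean of both arrays. The limits were 1.5 times for a count, 1 SD for a measured value and the 95% interval for a share.

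The call threshold was changed for 7 of the main results and moved 5. At 0.8 the F1 mice had a median of 194.5 positive probes and 7.5 regions, the de novo candidates numbered 1, the median of probes that follow the dye was 0.5, and the share of X probes positive in the dam was 40.43%. At 0.4 these numbers were 574 probes, 101 regions, 5 candidates and 186.5 probes that follow the dye, while the share of X probes stayed at 91.49%. The regions seen in a parent numbered 93 at 0.8 and 110 at 0.4, within the limits, and the regions in all 8 mice numbered 0 at both. For the probe counts and the share of X probes, the direction of these changes follows from the construction of the threshold. For regions and candidates it does not, since the threshold also decides the parents' calls and where runs break. Regions in the dam numbered 90 at 0.8, 87 at 0.5 and 83 at 0.4. When the mean of both arrays had to pass instead of each array, the F1 mice had 552.5 positive probes and 98.5 regions, and the candidates numbered 7, since that rule is weaker.

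With normexp background correction the median number of regions was 15.5 and the share of X probes 76.6%. The cause was not tested. Without the filter on dim probes the median of probes that follow the dye was 80.5, and the probes added are by construction those near the background.

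The definition of a region set the numbers of regions. With at least 3 probes per region the F1 median was 12.5, with 1 candidate and 60 regions seen in a parent. With adjacent probes only, the regions seen in a parent numbered 232, because runs were broken at each probe under the threshold. With regions within 10 kb joined, the F1 median was 16 and the regions seen in a parent numbered 35. Counting a parent past 0.25 as a carrier left 0 de novo candidates. The direct difference from both parents gave 14 regions in place of 3 candidates. Identities changed as well as counts, since of the 3 candidates 2 were found at a threshold of 0.4, 0 at 0.8 and 0 with normexp. Without centring, with the deposited log2 ratios, with outlier spots kept and with the filter on both channels, all 3 were found. The number of regions in all 8 mice was 0 under each of its 14 alternatives.

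Leaving out 1 mouse at a time, the limma count for the family against the reference was between 307 (without the dam) and 704 (without the sire). Leaving out F1 mice gave between 479 and 525 probes. The count for offspring against parents was between 0 and 755. It was 740 without the sire and 755 without the dam, and 0 in each fit that left out an F1 mouse, where limma gave between 6530 and 12119 probes at an unadjusted p under 0.05. The calls without a parent lay mainly in the chromosome 4 stretch, where the parents differ. The slide as a random block had a consensus correlation of 0.124 for the family and 0.0215 for offspring against parents, and changed neither count. With the scan day as a block, 517 probes passed for the family and 0 for offspring against parents, with 7352 at an unadjusted p under 0.05 in limma. An intensity trend with robust variances in eBayes raised the total of the single-mouse comparisons from 12 to 553, with 479 in F1 mouse 2. The cause was not tested. No paired analysis was possible because the groups share only replicate number 1.

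The signal over background limits the dim probes most, since 2704 probes were left out for a reference signal too close to background on at least 1 array.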

Other observations

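The tests of explanations in this part were chosen after the results were seen, except that counting parents past 0.25 as carriers was planned. What they leave standing are hypotheses.

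Single loci, those within called regions included, were examined at which both dye-swapped arrays of the dam passed 0.5 and the sire lay within 0.25 of 0. There were 93 such loss loci on 19 chromosomes. At 82 of them the offspring past 0.25 were F1 mice 3, 4, 5 and 6 and no others, on all 19 chromosomes. Autosomal deletions passed on separately would give different sets of carriers on different chromosomes, so they are argued against as the main cause. F1 mice 3 to 6 were also the offspring scanned on the second day. Of 220 probes lost in each of these 4 mice and in neither of the other offspring, 99.09% were also lost in the dam, scanned on the first day. This argues against the slide or scan day at these probes. At 7 other loss loci, on 6 chromosomes, the carriers were F1 mice 1 and 2 alone, which were scanned on the first day like the dam. The scan day was not tested at those 7 loci and stays open there. F1 mice 3 to 6 are those with a median X ratio past 0.5, and at 87 of 101 loss and gain loci the carriers were these mice. A candidate explanation is that the probes bind sequence shared with the sex chromosomes, with losses where the male reference has a Y copy and gains where the mouse has a second X. The chromosome 3 region from 25416456 to 25456288 is among the 82 loss loci and adds no separate evidence. Sequence identity to the sex chromosomes was not tested, nor was a sex difference at the loci themselves. The labels do not give the sex of the offspring. Both the X and the Y ratios of F1 mice 3 to 6 lay nearer the dam's, and those of F1 mice 1 and 2 nearer the sire's.

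A different pattern was seen at 34 loci on 16 chromosomes, 51 probes in all, at which the mean over both arrays was above 0.5 in both parents. The median log2 ratio over these loci was 0.57 in the sire, 0.60 in the dam, 0.56 in F1 mouse 1, 0.71 in F1 mouse 2 and 0.57 in F1 mouse 4, but −0.02 in F1 mouse 3, −0.07 in F1 mouse 5 and −0.05 in F1 mouse 6. At all 34 of the 34 loci the offspring past 0.25 were F1 mice 1, 2 and 4. Copy number differences inherited separately on 16 chromosomes would not share 1 set of carriers, and are argued against. F1 mice 3 and 4 lay on one slide and differed by 0.62 (SD over loci 0.114), which argues against the slide or scan day. After the trend with probe length was removed the difference was 0.58 over the 51 probes (SD 0.128), which argues against probe length as the whole cause.

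The brightness of the probes bears on this pattern. All 51 probes had the full length of 60 bases, and their median brightness percentile was 8.27 (0.41 to 31.8). Probes of the same length and nearest brightness outside the set differed by 0.0606 between F1 mice 4 and 3 (SD 0.139), against 0.60 in the set, so that dimness alone is argued against as the whole cause. With normexp background correction the difference in the set was 0.49 (SD 0.122). The gains were nevertheless graded and not stepped. At 72 probes where the lower parent lay between 0.3 and 0.4, the median was 0.36 in F1 mouse 1, 0.45 in F1 mouse 2, 0.39 in F1 mouse 4 and −0.01 in F1 mouse 3. In the dimmest 20% of probes the median was 0.04 in the sire, the dam and F1 mouse 1, 0.05 in F1 mouse 4, 0.00 in F1 mouse 3 and −0.01 in F1 mice 5 and 6. It was 0.02 in F1 mouse 2, which had the highest median at the 34 loci, so the order of the mice differed between this small shift and the loci. If 1 unit were inherited as a whole from 2 carrying parents, 3 in 4 offspring would carry it, and 3 of 6 has an exact binomial p of 0.1694, so that with 6 offspring it cannot be told apart from another share. Signal from repeated sequence that varies between mice, base composition and differences in DNA preparation may each play a part; none was tested, and they stay open.

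When each offspring was set directly against both parents, 14 regions were called (13 losses and 1 gain), of which 0 were among the 3 de novo candidates. F1 mouse 3 had 7, F1 mouse 5 had 9 and F1 mouse 6 had 10, and F1 mice 1, 2 and 4 had 0. At 12 of the 13 losses both parents had means above 0.4 and these mice lay nearer to 0, and 11 of the 14 regions held a probe of the 34 loci above. The losses lay at dim probes, with median brightness percentiles from 3.99 to 20.99. A comparison of these mice with their parents alone would therefore show several small losses in each, which could be the absence of the graded gains described above and not deletions, and the difference of 0.62 between F1 mice 3 and 4 of one slide is the same in kind.

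The gain on chromosome 4, from 101109394 to 101270967, was seen in the dam and in all 6 offspring. If 1 of the dam's 2 chromosomes carried it, each offspring would have an even chance, and 6 of 6 carriers has an exact one-sided binomial p of 0.01562, which argues against it. If both carried it, each offspring would have 3 copies to the dam's 4, and a log2 ratio of 0.585 times the dam's. Over the 758 probes positive in the dam, the mean ratio of the offspring to the dam was 0.539 ± 0.025 (SD, n = 6), with single values from 0.517 to 0.573. Over all 1344 probes of the stretch it was 0.516 ± 0.033 (0.489 to 0.561). Both of the dam's chromosomes may carry the gain. The ratio lay under 0.585 in each offspring over both sets of probes, the reason was not tested, and the number of copies stays open. The limma calls of offspring against parents that appeared without the sire (740 probes) and without the dam (755 probes) lay mainly in this stretch, with 710 and 736 probes.

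All 3 de novo candidates had a parent past 0.25 in the same direction, although the simulation of unchanged mice also gave 2.4 candidates on average. That number is a loose measure, since the simulated spread held real differences between the mice. Counting parents past 0.25 as carriers left 0 candidates. Parents near the threshold, so that an inherited or technical shift was called in an offspring only, are a candidate explanation for the 3. Both candidate gains also showed the carriers of the graded gains. The chromosome 3 gain holds 1 of the 34 loci, and its 0.73 in F1 mouse 2 is close to the median of 0.71 of that mouse over these loci. Over the positive probes of the chromosome 17 gain the mean was 0.36 in F1 mouse 1, 0.54 in F1 mouse 2 and 0.41 in F1 mouse 4, with 0.45 in the sire and 0.33 in the dam, and between −0.06 and −0.02 in F1 mice 3, 5 and 6. Both gains may therefore be part of that pattern and not changes of F1 mouse 2 alone. At the chromosome 14 loss a smaller shift in the same direction was seen in the sire and in F1 mice 1, 4, 5 and 6, at −0.24 to −0.36. The dam had −0.16 and F1 mouse 3 had 0.07. A change that arose anew in F1 mouse 2 on top of this shared shift stays open.

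The share of F1 mice with a candidate loss was 16.7%, from 1 of 6 mice (95% Clopper-Pearson interval 0.421 to 64.1). That is higher than the share of mice with a de novo deletion quoted from the study above for the non-irradiated group. The interval contains the quoted share, so no difference is shown. The measures also differ, since the candidate here rests on calls from the second-screening arrays alone. The study also required a positive probe in the first screening and verification by quantitative PCR. Its lists of verified de novo CNVs hold no non-irradiated mouse with the letter R, which marks this family in the labels.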
